A study of Homo sapiens with 2 samples. Its data were reported in "Epitranscriptomic subtyping, visualization, and denoising by global motif visualization" (2023).

How the data were processed

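m6A-seq was performed on HEK293T cells, an established human embryonic kidney line that carries the SV40 large T antigen. In this assay, polyadenylated RNA is fragmented, fragments carrying N6-methyladenosine (m6A) are pulled down with an anti-m6A antibody, and the pulled-down fragments (IP) are sequenced beside an input library of the same fragmented RNA. The antibody also binds m6Am, the form of the mark at the capped first nucleotide of some mRNAs. There were 2 libraries, 1 IP and 1 input, grouped by their labels.

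Per the labels and the study's methods, the authors demultiplexed the reads with bcl2fastq, trimmed adapters with cutadapt, aligned the reads strand-specifically to human genome build GRCh38 (hg38) with HISAT2, kept unique alignments, and handled intervals with bedtools. The deposited values are log2 enrichment scores, called winscores by the authors. For each window, the authors divided the mean IP coverage by the median IP coverage of the gene, divided that by the same ratio in the input, and took log2. A winscore of 2 is therefore a 4-fold enrichment of the IP over the input, relative to the rest of the gene. Because every window is set against the median of its own gene, the values hold no expression level, and an enrichment that raises a whole gene evenly cancels out. The deposited values come with no read counts or coverage, so the depth behind each window is unknown, and how windows were filtered before deposit is not given in the sources used here. The study's filter on input level needs values not used here, so all deposited windows were kept.

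The deposited windows were 51 nt long at steps of 25 nt, and 97.2% of the 155850 exon blocks began at the start of a merged exon of GENCODE release 44 on GRCh38. Of 20911 gene IDs, 20856 (99.7%) were found in that release, which supplied symbols, gene classes and transcript models. Window sequences were read from the same build on the transcribed strand. Sampled windows reached up to 24 nt past exon ends, so some of these sequences hold bases outside the exon. Each window was placed on the canonical transcript of its gene (otherwise the transcript with the longest coding sequence) by its centre, which worked for 81.0% of windows; the rest lie in exons of other transcripts. Coordinates are 1-based. Some winscores recurred exactly in many genes: the most frequent one, -1.14, stood in 3472 windows of 1418 genes. The 4222 genes holding a value that recurred in at least 20 genes had a median of 11 windows, against 92 in the other genes, and held 7.49% of all windows. What produced these values was not tested; little coverage of these genes stays open as a cause, and how precise their scores are is unknown.

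A window was called enriched at a winscore of at least 2. Shares of enriched windows were computed for windows with RRACH (R = A or G, H = A, C or T), DRACH (D = A, G or T), control motifs, regions, exon classes and gene classes. Control motifs were counted only in windows without DRACH: HCARR (RRACH read backwards), CAR, BCA (B = C, G or T), runs of at least 8 purines and runs of at least 6 T. The stop codon region is within 200 nt of the stop codon, and such windows were left out of the other regions. The start window of a gene has its centre within 50 nt of the annotated start and is compared with windows 200 to 400 nt downstream. With 1 library per arm there is no replicate error, and no p-value was computed. The 95% intervals in brackets are percentiles over 1000 draws that resample genes; they cover the spread between genes in this pair of libraries only. The Kolmogorov-Smirnov distance D is given without a p-value. The share of enriched windows of a single gene is given without an interval, since neighbouring windows overlap. A binomial interval, which treats these windows as independent, was used only to compare the alternatives described below.

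For each of 25 gene lists, the median share of enriched windows was placed among 10000 random lists of the same size, matched on gene class and on the number of windows in 20 bins, since no input level was used here. A list counts as outside the random lists beyond percentile 97.5 or 2.5; such a percentile is a description and not a p-value. Lists, motifs, thresholds, comparisons and the rule for naming genes were fixed before the data were examined, except where stated. Named genes are the 15 genes (of at least 20 windows, 1 per overlapping locus) with the greatest total length of runs of consecutive enriched windows, the 10 with the highest share, the 10 with the most windows and none at or above 1, up to 4 members of each list with the highest and lowest share, 13 genes fixed by name (ACTB, GAPDH, MALAT1, MYC, MAT2A, METTL3, FTO, ALKBH5, YTHDF2, JUN, SOX2, EEF2 and EEF1A1), and the 5 runs of at least 3 windows with the highest mean. Highest single-window values are quoted from the authors' deposited table. Some genes that this rule selects are not reported here.

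The computation was tested on simulated data. With winscores permuted over the 2084350 windows, the RRACH ratio was 0.993 (0.983 to 1.00), and with 1 added to each RRACH window it was 3.03 (3.00 to 3.05) where 3.04 was planted. Of 100 random lists of 30 genes drawn from the 20911 genes, 7 fell outside the central 95%, and 20 of 20 lists with 1 added to every winscore rose above percentile 97.5. A planted GGACT ranked first among the 5-mers. Alternatives were thresholds of 1 and 3, non-overlapping windows, windows over 1 gene only, genes with at least the median number of windows, other motif definitions, strata of region, gene and GC content, another transcript choice, the best window near the start, unmatched random lists and the highest winscore of a gene. Leaving out the genes with recurring values, last exons alone and leaving out windows near the start were added after seeing the data. An alternative counts as moved when it lies outside the 95% interval of the reported value; for the share of a single gene, an exact binomial interval over its windows was used, and for a count, 1.5 times. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.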

Results

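m6A-seq enrichment was measured across the transcriptome of HEK293T cells from 1 IP and 1 input library. The measurements were 2084350 winscores, each the log2 enrichment of a 51-nt window relative to its gene, in 20911 genes with a median of 70 windows per gene. Scores ran from -5.42 to 6.63 with a median of 0.02, and 95% of windows lay below 2.23. There were no replicates, the sequencing depth was unknown, and the intervals given in brackets cover the spread between genes only. The study used these scores to ask whether groups of candidate m6A and m6Am sites, defined by their sequence, lay in antibody-enriched RNA.

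Enrichment was concentrated in stretches. In total, 135768 windows (6.51%, 6.40 to 6.64) reached a winscore of 2, and 9994 genes (47.8%) held at least 1 of them. These windows formed 22550 runs, of which 16052 had at least 3 windows, with a median length of 176 nt. The greatest total enriched length was in LCOR, a nuclear receptor corepressor (3562 nt), and NSD1, a histone H3 lysine 36 methyltransferase (3384 nt). High totals were also found in the cytoskeletal linker MACF1 (2987 nt), the centrosomal gene ALMS1 (2915 nt), the mitochondrial protease SPG7 (2839 nt), the cytoskeletal linker DST (2817 nt), GTF3C4, a subunit of RNA polymerase III factor TFIIIC (2757 nt), and the neuronal transmembrane gene SLITRK5 (2661 nt). PEAK1, RBM12B, the cadherin gene PCDH10, the deubiquitinase VCPIP1, the methyl-CpG-binding family member MBD5 and the scaffold gene SH3PXD2A had 2634 to 2558 nt. The shares of enriched windows in these genes ranged from 7.58% in DST to 34.6% in PCDH10. In RBM12B, 60 consecutive windows (chromosome 8, 93734205 to 93735730, minus strand, GRCh38) were enriched, with a mean winscore of 3.45 and the highest window in the coding part of the last exon. In NSD1, the longest run covered 1151 nt (chromosome 5, 177293957 to 177295107, plus strand), also with its highest window in the coding part of the last exon. In SPG7, the canonical transcript is 3076 nt long, and enriched windows also lay in exons of other transcripts.

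The highest share among genes with at least 20 windows was in CMTM1, of the chemokine-like factor family (18 of 26 windows, 69.2%). CARD8-AS1, a long noncoding RNA antisense to CARD8, followed with 65.0%. IMP3, a component of the U3 small nucleolar ribonucleoprotein, had 58.7%, THEMIS2 53.3%, CHAMP1, which acts in chromosome alignment, 53.2%, the NEDD8 protease SENP8 52.6% and the GDNF-family ligand ARTN 50%. The pseudogene ENSG00000250770 (61.9%), the noncoding ENSG00000235726 (52.2%) and the xylosyltransferase gene XXYLT1 (49.5%) were also in this group, and these 3 genes held winscores that recurred in other genes. At a threshold of 1, the shares in this group ran from 51.6% in XXYLT1 to 84.6% in CMTM1 and 100% in ENSG00000235726. Each window is set against its gene's median, and which positions entered that median is unknown. These shares therefore cannot be read as enrichment of most of the gene. Of 14589 genes with at least 20 windows, 547 had no window at or above 1. Among the largest of these were the cytokinesis gene ANLN (185 windows), the innate immune kinase TBK1 (180), the integrin activator FERMT2 (149), the mRNA export factor GLE1 (147), TTC7B (142), EIF3I (136), CBR4 (134), the autophagy receptor TAX1BP1 (134) and the glycosyltransferase RFNG (131). TTC7B and EIF3I held recurring values. In windows that overlap exons of no other gene on either strand, IMP3 had 100% and RBM12B 48.5% instead of 30.9%.

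The 5 strongest runs, by mean winscore, were in 5 genes. The first lay in PTAR1 on chromosome 9 (69718347 to 69718697, minus strand), in an exon outside its canonical transcript, with a mean of 4.86 over 13 windows. The second had its highest window in the coding sequence of FBXO33, an F-box gene, on chromosome 14 (39401451 to 39401826, minus strand), in an internal exon over 400 nt long, with a mean of 4.50 over 14 windows. The third was in ENSG00000257921 on chromosome 12 (57796377 to 57796727, plus strand; mean 4.46), where another gene overlaps. A run in ANKFY1 on chromosome 17 (4167571 to 4167846, minus strand; mean 4.39) had its highest window in the 3' UTR, 85 nt past the stop codon. The fifth had its highest window in the first exon and 5' UTR of UBE2K, a ubiquitin-conjugating enzyme gene, on chromosome 4 (39698134 to 39698409, plus strand; mean 4.36).

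The first comparison asked whether windows with the m6A consensus RRACH were enriched more often. Windows with RRACH reached a winscore of 2 in 8.38% of cases (8.23 to 8.55), against 4.69% (4.59 to 4.79) without it, a ratio of 1.79 (1.76 to 1.81). The medians differed by 0.12 on the log2 scale (0.12 to 0.13), and D was 0.0599. The GGAC core had a higher ratio, with 11.3% against 5.56% (2.04, 2.00 to 2.08). RRACH was present in 43.2% of windows scoring below -2 and in 75.1% of windows scoring 4 or more. The ratio differed by region, from 1.15 (1.09 to 1.21) in the 5' UTR to 1.63 (1.59 to 1.67) in coding sequence, 1.81 (1.77 to 1.86) near stop codons and 2.05 (1.99 to 2.11) in the 3' UTR. In internal exons under 200 nt, windows with RRACH were enriched less often than windows without it (ratio 0.843, 0.744 to 0.960). Within genes the ratio was 1.75 (1.73 to 1.77), and with RRACH anywhere within 50 nt of the window it was 2.76 (2.66 to 2.87).

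The RRACH and DRACH 5-mers were far from equal. Among windows holding a single kind of DRACH 5-mer, GGACT had the highest share of enriched windows (12.4%, 11.96 to 12.8), a ratio of 2.72 (2.64 to 2.81) over the 4.55% of windows without DRACH. AGACT (9.71%), GGACA (8.88%), GAACT (8.65%) and GGACC (8.48%) followed. The study found AAACA as a sequence group of its own among called sites, whereas windows are counted here whether or not they hold such a site. This 5-mer had 4.31% (4.11 to 4.51), and its ratio to windows without DRACH was 0.947 (0.905 to 0.992). The 5-mers TAACT, TAACC and TAACA were lowest, and TAACA had 3.05% (2.81 to 3.27). With each pair of leading bases, the 5-mer ending in T had a higher share than that ending in A.

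**Figure D1:**
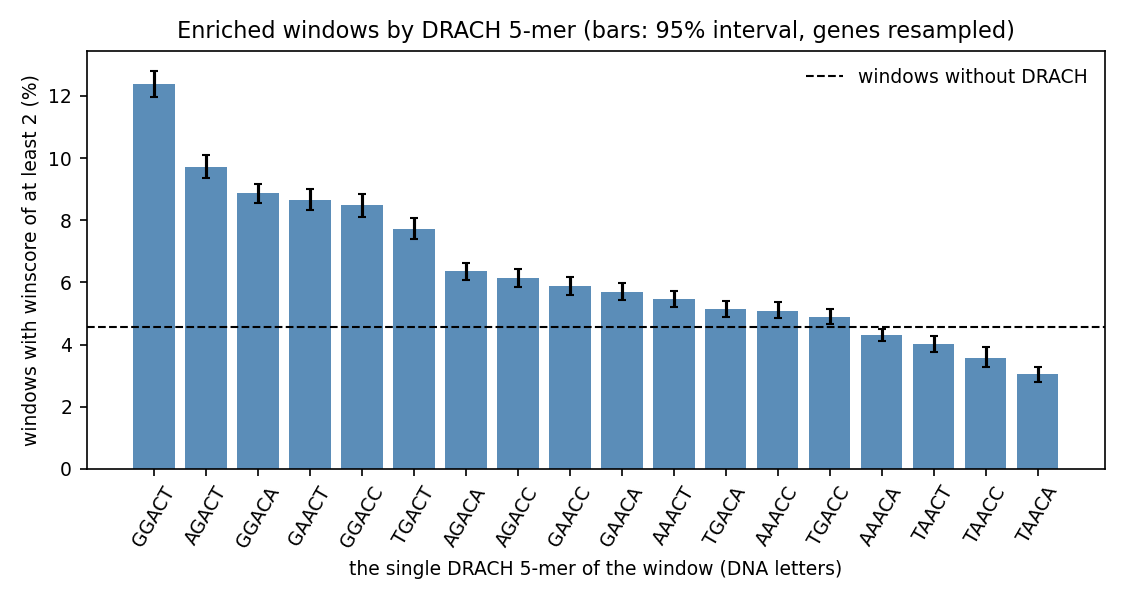
Share of windows (%) with a winscore of at least 2, for windows whose single DRACH 5-mer is the one on the horizontal axis; bars are shares, error bars 95% intervals from resampling genes, and the dashed line windows without DRACH. GGACT stands highest at 12.4%, and AAACA, TAACT, TAACC and TAACA lie under the line at 4.55%.

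Over all possible 5-mers, CGGAC ranked first in enriched windows over windows below 0 (3.26% against 1.05%, ratio 3.09), and GGACT ranked second (10.3% against 3.41%, ratio 3.02). GACTG, CGGCG, GGCGG, GACTC, GGACG, AGGAC, TGGAC and GCGGA completed the first 10, so that 5-mers with GGAC or GACT stood beside GC-rich 5-mers without an AC core. Of the 18 DRACH 5-mers, 5 were among the first 50. The lowest were AGGTA (0.448), TATAT (0.450), TAGGT (0.452), TAGTT (0.453), TAATT (0.455), TATTT (0.457), TTTTT (0.467), TATTA (0.467), TTAGT (0.477) and GTATT (0.477). Because windows can reach past exon ends, bases outside exons may enter these ranks, which was not tested. Without windows in the first 200 nt of transcripts, GGACT ranked first, with a ratio of 3.09.

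Control motifs were compared in windows without DRACH, since the study also found a CAR group of sites. The study compared winscores at called sites, and its m6Am-like group was raised for m6ACE-seq but not for xPore. Here a window counts wherever it holds the motif, so the comparison is not the same. Among these windows, 679666 held CAR and 124493 did not, and for BCA these numbers were 760806 and 43353. HCARR made no measurable difference (4.54% against 4.57%, ratio 0.994, 0.969 to 1.02). Windows with CAR were enriched slightly more often than others (4.62% against 4.17%, ratio 1.11, 1.07 to 1.15), and windows with BCA slightly less often (ratio 0.939, 0.891 to 0.987), though the BCA ratio was 0.987 in non-overlapping windows and turned to 1.06 at a threshold of 3. Purine runs had 5.82% against 4.24%, a ratio of 1.37 (1.33 to 1.41). T runs had 2.13% against 4.65%, a ratio of 0.459 (0.417 to 0.503).

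The next comparison placed the enriched windows along mRNAs. The region around the stop codon had 16.5% of windows enriched (16.1 to 17.0), against 7.55% (7.29 to 7.81) in the rest of the coding sequence, a ratio of 2.19 (2.11 to 2.27). The rest of the 3' UTR had 4.28% (4.11 to 4.46) and the 5' UTR 12.7% (12.1 to 13.2). In bins of 100 nt, the share rose from 8.27% at 400 to 300 nt before the stop codon to 19.7% (19.1 to 20.4) in the first 100 nt past it, and fell to 4.53% at 700 to 800 nt past it and to 1.75% at 2900 to 3000 nt. In the proto-oncogene MYC, the longest run covered 426 nt with a mean winscore of 3.28 and its highest window 140 nt past the stop codon (chromosome 8, 127740846 to 127741271, plus strand). In the beta-actin gene ACTB, the longest run covered 176 nt with its highest window 16 nt past the stop codon (chromosome 7, 5527634 to 5527809, minus strand). Inside last exons the order was the opposite: 19.4% (18.9 to 19.9) around the stop codon and 25.01% (23.7 to 26.2) in coding sequence further upstream, a ratio of 0.775 (0.737 to 0.818). This alternative was chosen after seeing the data. At a threshold of 3, the ratio of 5' UTR to coding sequence fell from 1.68 (1.59 to 1.77) to 1.01.

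**Figure D2:**
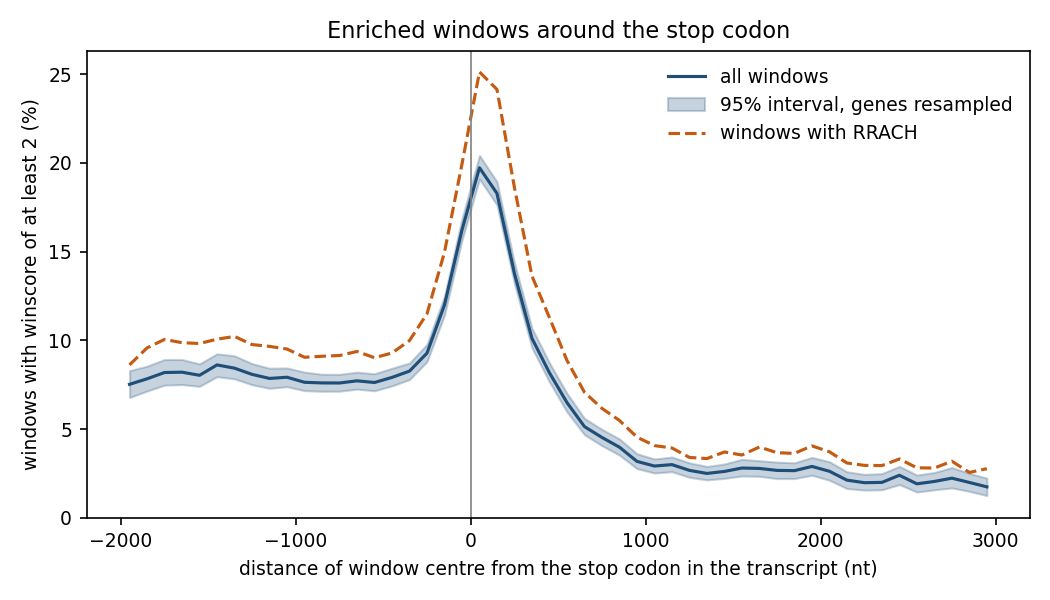
Share of windows (%) with a winscore of at least 2, in bins of 100 nt of distance between window centre and stop codon along the transcript; the solid line is all windows with its 95% interval from resampling genes, and the dashed line windows with RRACH. The share of all windows is highest, at 19.7%, in the first 100 nt past the stop codon.

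Exon architecture separated enriched from other windows more sharply than the motifs compared above. Internal exons under 200 nt had 0.375% of 412371 windows enriched (0.338 to 0.415), those of 200 to 400 nt 2.04% (1.84 to 2.26) and those over 400 nt 22.2% (21.3 to 23.0), so that long internal exons exceeded short ones 59.1-fold (53.0 to 65.9). Among windows with RRACH the ratio was 78.9 (69.6 to 90.3). Over all windows it was 11.2 at a threshold of 1 and 159 at a threshold of 3. Last exons had 8.61% (8.41 to 8.82), first exons 11.9% (11.3 to 12.4) and transcripts of a single exon 6.43% (5.75 to 7.14). Windows within 50 nt of a splice junction had 1.04% (0.983 to 1.09), and the share rose to 2.75% at 50 to 100 nt, 14.6% at 100 to 200 nt and 23.7% (23.1 to 24.2) at 200 to 400 nt, and fell to 7.52% (7.30 to 7.75) beyond 400 nt. In long internal exons, RRACH windows rose from 7.39% within 50 nt of a junction to 41.1% (39.5 to 42.6) at 200 to 400 nt and fell to 22.9% (21.2 to 24.7) beyond. YTHDF2, which encodes a reader of m6A, carried its longest run, of 626 nt, with the highest window in an internal exon over 400 nt (chromosome 1, 28743278 to 28743903, plus strand). The longest run of MBD5 in such an exon covered 876 nt (chromosome 2, 148489761 to 148490636, plus strand).

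**Figure D3:**
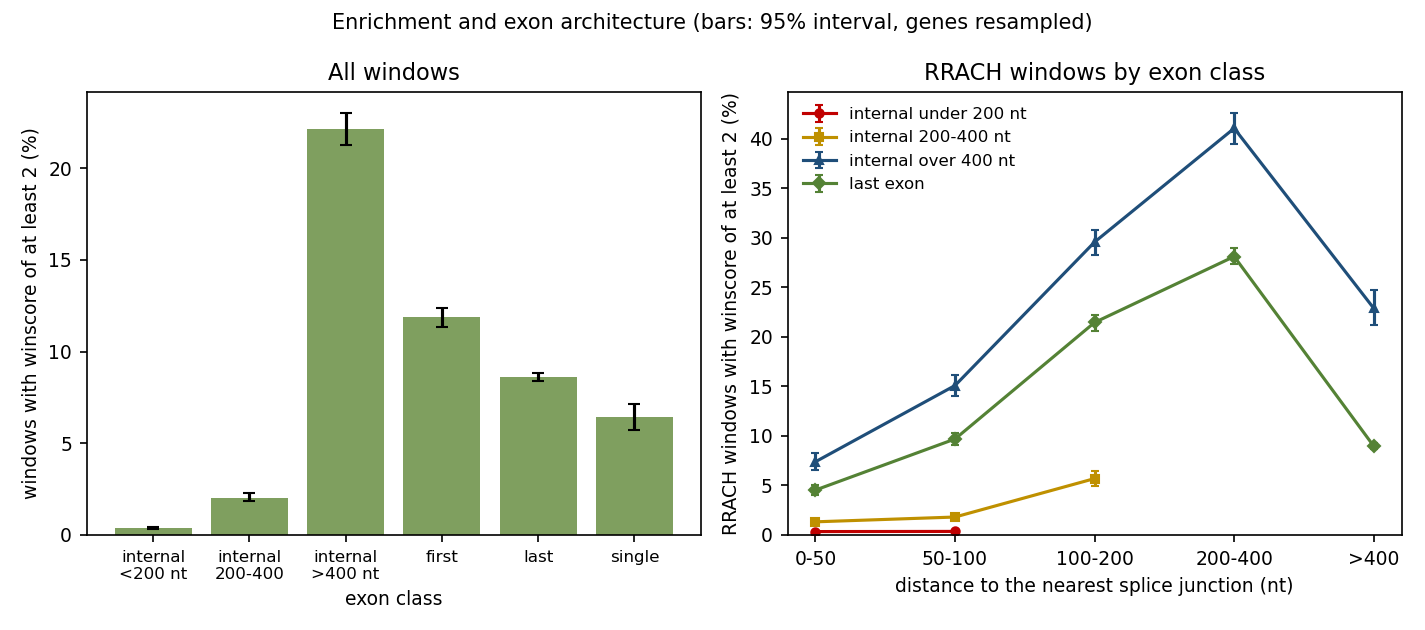
Left, share of windows (%) with a winscore of at least 2 by exon class; right, the same share among windows with RRACH by distance to the nearest splice junction (nt) for 4 exon classes, with error bars for 95% intervals from resampling genes. Short internal exons stay under 1% while long internal exons reach 41.1% at 200 to 400 nt from a junction and fall to 22.9% beyond.

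Transcript starts were compared because m6Am sits at the first nucleotide of mRNAs. Of 7753 start windows of protein-coding genes, 15.3% (14.5 to 16.1) were enriched, against 4.53% (4.17 to 4.93) of windows 200 to 400 nt downstream, a ratio of 3.38 (3.06 to 3.75). That stretch held the lowest point of the first 1000 nt (4.16% at 200 to 250 nt), and the share was 9.17% (8.62 to 9.71) at 950 to 1000 nt, against 17.8% (16.9 to 18.6) in the first 50 nt. Starts annotated with A were enriched in 19.96% of 3592 cases (18.6 to 21.3), those with G in 12.6% of 3159 (11.5 to 13.8), those with C in 7.26% of 936 (5.56 to 9.07) and those with T in 5 of 66 cases. A starts exceeded the others 1.77-fold (1.59 to 1.97), while the windows downstream had 4.54% and 4.53%. Without RRACH within 50 nt the ratio was 1.83 (1.4997 to 2.27). Whether the A stood in the BCA context made no measurable difference (19.98% against 19.93%, ratio 1.00, 0.869 to 1.17). The first window of METTL3, the catalytic m6A methyltransferase gene, lay in a run of 176 nt from its annotated start (chromosome 14, 21511174 to 21511349, minus strand), and the highest window of ACTB, at 3.59 in the authors' deposited table, was also in its first exon. Annotated starts can differ by some bases from those used in these cells, which blurs the split by base. At a threshold of 3, the ratio of start to downstream windows was 1.39.

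**Figure D4:**
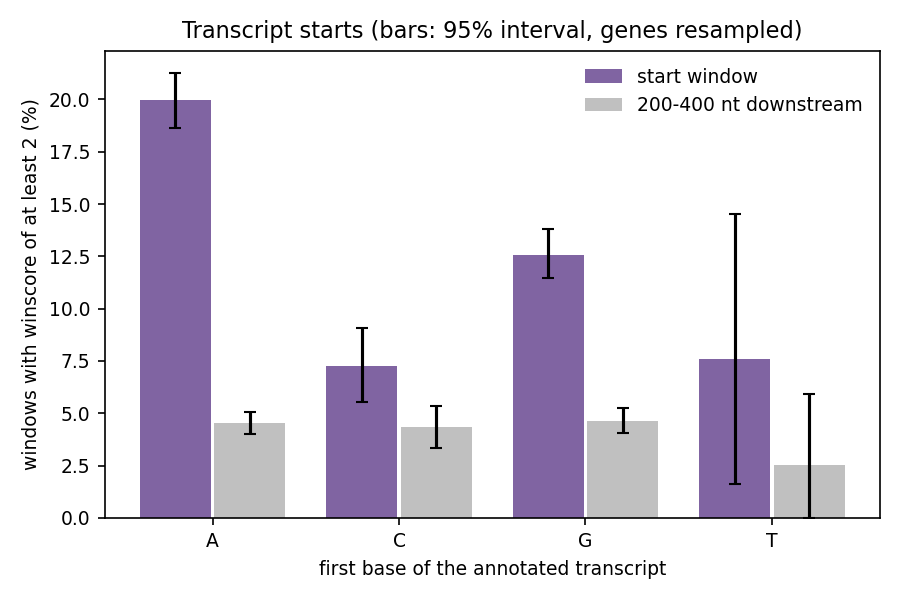
Share of windows (%) with a winscore of at least 2 at annotated transcript starts and 200 to 400 nt downstream, by the annotated first base; error bars are 95% intervals from resampling genes. Starts with A reach 19.96%, above those with G, C and T, while the downstream shares of A, C and G lie between 4.32% and 4.63%.

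Protein-coding genes had 6.67% of windows enriched (6.55 to 6.80), long noncoding RNAs 5.15% (4.74 to 5.58) and pseudogenes 4.34% (3.69 to 5.04). The ratio of long noncoding RNAs to protein-coding genes was 0.772 (0.709 to 0.838) and turned to 1.204 at a threshold of 1. For pseudogenes it was 0.650 (0.551 to 0.753), 1.03 at a threshold of 1 and 0.976 in genes with at least the median number of windows. None of 591 windows in 37 mitochondrially encoded genes was enriched, and their highest value was 1.81 in the authors' deposited table. Replication-dependent histone genes had 4.53% of 1237 windows enriched (2.30 to 6.66), with a ratio of 0.679 (0.343 to 0.998). That ratio turned to 1.49 in genes with at least the median number of windows and was 0 at a threshold of 3. Of 21 long noncoding RNAs fixed in advance, 20 were measured and 11 held an enriched window. NORAD, which binds Pumilio proteins, had 21.0% of windows enriched and TUG1 11.5%, while the small nucleolar RNA host SNHG1 and EPB41L4A-AS1 had none. MALAT1, a nuclear RNA whose m6A is well studied, had 30 of 294 windows enriched (10.2%), with a run of 576 nt (chromosome 11, 65500138 to 65500713, plus strand). In windows that overlap exons of no other gene on either strand, the share of MALAT1 was 41.7%.

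Transcripts of m6A methyltransferase genes were enriched more often than random lists, while those of erasers and readers lay inside them. Of 12 m6A and m6Am methyltransferase genes, 10 held an enriched window, and their median share of 12.9% lay at percentile 99.8 of random lists (random median 4.78%). WTAP, the regulatory subunit of the methyltransferase complex, had 23.3% and RBM15B, an RNA-binding adaptor of it, 20.3%, while METTL3 had 4.86% and the ribosomal RNA methyltransferase genes ZCCHC4 and METTL5 had none. Among 14 eraser and reader genes, 13 held an enriched window, and the median of 6.14% lay inside the random lists (percentile 63.1). The readers YTHDF3 (27.9%) and YTHDF2 (21.3%) were highest. The demethylase gene ALKBH5 had 7.75%, the reader IGF2BP1 1.68% and the demethylase gene FTO none of 196 windows, its highest being 1.88 in the authors' deposited table; FTO held a recurring value. Other RNA modification enzymes (15 of 18 genes, median 5.56%) lay at percentile 68.3, with CMTR2 and PUS1 at 23.8% and 13.9% and CMTR1 and NSUN5 without an enriched window. MAT2A, which encodes S-adenosylmethionine synthetase and is methylated by METTL16, had 10.0% of 170 windows enriched, of which a run of 426 nt had its highest window in the 3' UTR (chromosome 2, 85544795 to 85545220, plus strand). Without windows over exons of another gene on either strand, the share of MAT2A fell to 0.685%, and that of ALKBH5 was 4.46%.

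Genes of transcriptional control and short-lived mRNAs had more enriched windows than random lists matched on gene class and window number, though none but the TGF-beta list stayed above once the share expected from exon class, junction distance, region and RRACH was subtracted. ZNF-named zinc finger genes had a median share of 9.85% over 441 genes, of which 378 held an enriched window, against a random median of 3.87% (percentile 100), but after that subtraction they lay below (percentile 0). ZNF266 (37.7%) and ZNF839 (37.5%) were highest, and ZNF346 and ZNF473 had none. The homeobox genes of the HOX clusters had a median of 7.16% (27 of 36 genes, percentile 99.4, and 1.06 after subtraction), with HOXD11 at 25.4%, HOXD8 at 24.4% and none in HOXA9 and HOXD9. Chromatin regulators had 8.83% (41 of 44 genes, percentile 99.1), led by NSD1 (23.3%) and the DNA demethylation gene TET2 (21.1%), with none in HDAC2 and DNMT3B. The TGF-beta, BMP and SMAD pathway had 9.34% (24 of 27 genes, percentile 99.3); ID2 had 37.5% and the pseudoreceptor BAMBI 20.3%, while SMURF1 and ID1 had none. Immediate-early and short-lived mRNAs had 9.30% (23 of 33 genes) against a random median of 1.06% (percentile 100). In this list IER5L had 31.4%, IER5 26.4%, MYC 21.4% and JUN 16.2%, and ATF3 and the polyamine enzyme gene ODC1 had none. SOX2, a transcription factor gene of a single exon, had 12.2%.

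The lists of ribosomal proteins, glycolysis and translation factors lay below the random lists, and inside them after the same subtraction. At a threshold of 2, the proteasome list counted as below by its percentile only, and it also lay inside after subtraction. Cytosolic ribosomal protein genes had a median of 0 over 78 genes, of which 36 held an enriched window, against a random median of 3.61% (percentile 0.01). RPS29 (9.25%) and RPL7 (7.87%) were highest, and RPS20 and RPL37A had none. Glycolysis genes (8 of 18, median 0, percentile 0.19) included the glucose transporter SLC2A1 at 16.8% and HK2 at 4.69%, with none in PGK1, PFKM and GAPDH, the highest window of GAPDH being 1.74 in the authors' deposited table. Translation factors (41 of 69, median 1.5%) lay at percentile 0.22. The release factor ETF1 had 16.4%, EEF1G 15.8% and the elongation factor EEF2 4.70%, while EIF3E, EIF4EBP2 and EEF1A1 had none. Proteasome genes (16 of 34, median 0) lay at percentile 2.25, with PSMD10 at 8.77%, PSMB3 at 7.32% and none in PSMD1 and PSMD9. The lower end of the central 95% of their random lists was also 0. The proteasome median therefore tied with that end and did not lie under it, so the call at a threshold of 2 rests on the percentile alone. At a threshold of 3, in non-overlapping windows and in windows of 1 gene, this list moved inside the random lists. It also did so in genes with at least the median number of windows and without genes holding recurring values. At a threshold of 1 the proteasome list stayed below, with a median of 8.49% under a lower end of 12.4% (percentile 0.02). It also stayed below by the highest winscore (1.1) and against random lists not matched on window number (1.8). None of 13 mitochondrially encoded mRNAs held an enriched window, such as MT-ND5 and MT-CO1, and their random lists also had a median of 0 (percentile 47.4).

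Of these 10 lists, the methyltransferase and ZNF lists kept their call under every threshold, filter, matching and measure tried. The TGF-beta list (percentile 97.6) was the other list that kept it at a threshold of 3. There the medians of 6 of the 10 lists and the random medians of 9 were 0, which left a low list no room. Among the high lists, HOX (50), immediate-early (50) and chromatin (90.1) lost their call there. The HOX (96.3), chromatin (88.3) and TGF-beta (88.5) lists lost it at a threshold of 1. The chromatin list also lost it without genes holding recurring values (97.01) and, with the HOX list, when the highest winscore replaced the share (96.5 and 95.03). Glycolysis (3.98) and translation factors (9.47) lost it against random lists not matched on window number. After subtraction of the expected share, 4 of the 10 lists lay outside: the methyltransferase list (percentile 99.7) and the TGF-beta list (99.2) on the same side, and the ZNF and HOX lists on the other side.

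Other lists lay inside the matched random lists at a threshold of 2. These were the Wnt pathway (29 of 30 genes, median 5.48%, percentile 57.0), Notch and Hippo (24 of 30, 6.08%, percentile 80.2), SRSF splicing factors (11 of 12, 4.71%, percentile 42.6), cell cycle genes (24 of 35, 2.40%, percentile 11.015), cytoskeleton and other housekeeping genes (11 of 20, 1.89%, percentile 21.1) and long noncoding RNAs (1.23%, percentile 7.58). Nuclear oxidative phosphorylation genes (37 of 80) and histones (15 of 50) had a median of 0, as did many of their random lists, so that this measure could not place them below. After subtraction of the expected share, the Wnt list (percentile 1.66), the histones (0) and the mitochondrially encoded mRNAs (0) lay below. Against random lists not matched on window number, long noncoding RNAs lay above (99.7), and oxidative phosphorylation genes (0.175) and histones (0.895) below. Oxidative phosphorylation genes (0.01) and mitochondrially encoded mRNAs (0.11) lay below at a threshold of 1. Oxidative phosphorylation genes also lay below among genes with at least the median number of windows (2.46), and mitochondrially encoded mRNAs by their highest winscore (0). Within these lists, the Wnt antagonist ZNRF3 (23.1%) and the R-spondin receptor LGR4 (21.1%) contrasted with LRP5 (none) and DVL2 (1.17%), and the Hippo kinase LATS1 (24.9%) and the Notch coactivator MAML1 (20.5%) with STK3 and DLL1 (none). PCNA had 18.4% and E2F3 15.8%, against none in CCND2 and the retinoblastoma gene RB1. SRSF4 had 9.52% and SRSF12 8.14%, against none in SRSF9 and 1.71% in SRSF10. COX6A1 had 37.1% and UQCR10 17.1%, against none in NDUFV3 and NDUFA5. H4C9 had 44.4% of 9 windows and H2BC5 21.2%, against none in H2AC11 and H3C10. ACTB had 10.0% and HPRT1 13.2%, against none in PPIA. Of the list members named here, FTO, RPS29, SLC2A1, EIF3E, STK3, DLL1, SRSF12 and EPB41L4A-AS1 held recurring values. Of markers of other cell types, 2 of 10 blood, 1 of 10 hepatocyte and 4 of 10 fibroblast and endothelial genes had windows at all, and COL1A1 (6.78%) and COL3A1 (1.32%) were the members with an enriched window.

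**Figure D5:**
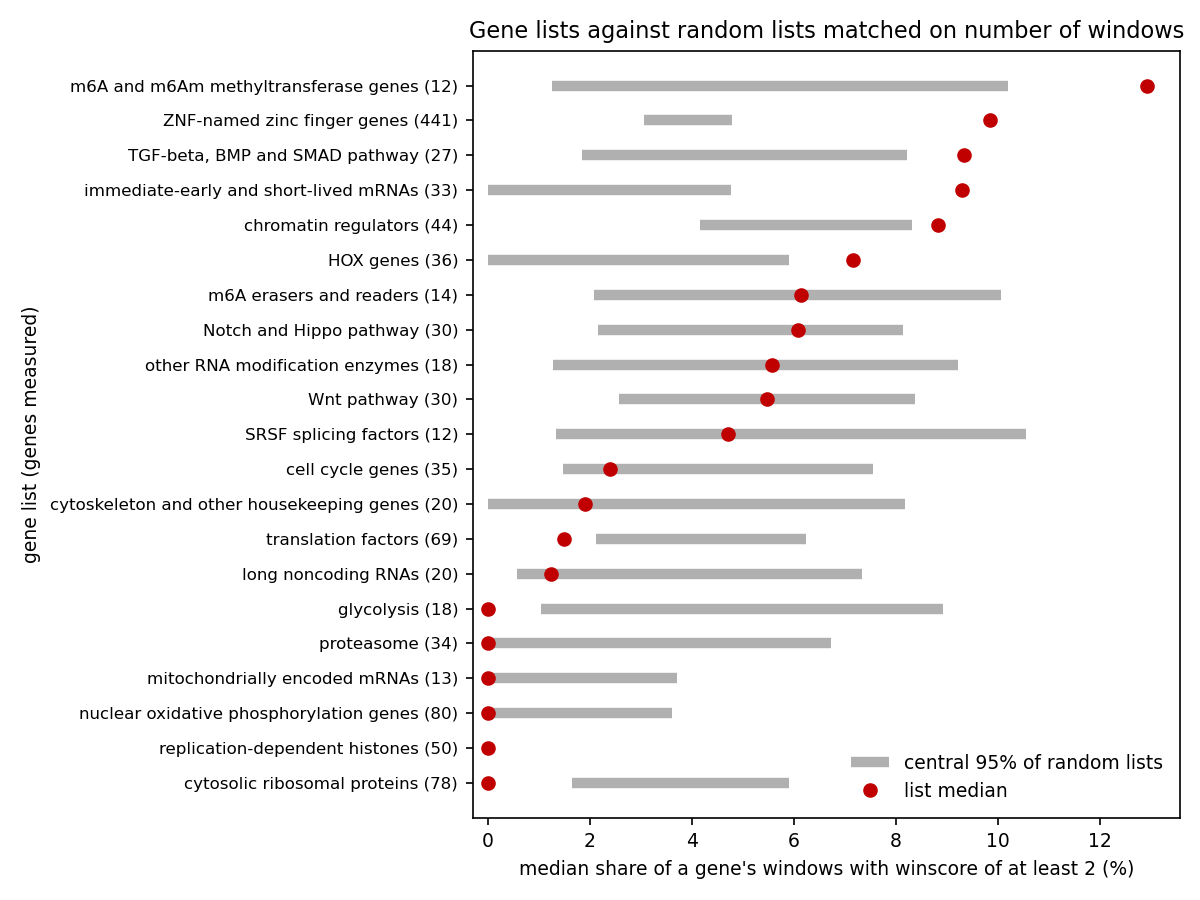
Median share (%) of a gene's windows with a winscore of at least 2 for each list with at least 10 measured genes (points), with the central 95% of 10000 random lists matched on gene class and number of windows (grey bars). The methyltransferase genes lie furthest right at 12.9%, and ribosomal protein genes lie at 0, left of their bar.

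Across 12647 protein-coding genes of this pair of libraries, which are not independent replicates, the share of enriched windows fell with the density of splice junctions along the transcript (Spearman's rho -0.346). It rose with transcript length (0.271), 3' UTR length (0.246), coding length (0.176) and the longest internal exon (0.138). It changed little with exon number (-0.113) and with the share of windows holding RRACH (0.0987). These 7 correlations are given without p-values.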

Values the study reported

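From Nanopore signals of wild type and METTL3 knockout HEK293T cells analysed with xPore, the study reported that 47.9% of sites (3,446) fell into RRACH motifs in several phases. The sites of these RRACH groups alone were then recentred on an A where possible, and the other small groups were left out. Of the sites kept, 95% (3,175) lay in RRACH and 5% in the CAR motif. The study proposes that these CAR sites are likely false positives.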

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

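Leaving out genes with recurring values, last exons only and leaving out windows near the start were chosen after the results were seen; the other alternatives were chosen before the data were examined. Of 69 recomputed main values, 38 stayed close to the reported value (inside its interval, where it has one), 29 moved and 2 reversed. Of 60 other ratios, 41 stayed inside the interval of the reported value and 3 reversed, and of 275 values of named genes, 204 stayed inside. Leaving out genes by number of windows or by recurring values cannot change the share of a gene that is kept. A gene without an enriched window also stays without one at a threshold of 3. Part of the 204 is therefore fixed by construction. At a threshold of 1, which takes in more windows, the share of all windows was 19.8%, and the ratios were 1.34 for RRACH, 1.84 for GGACT, 1.23 for purine runs, 1.83 for the stop codon region, 1.24 for A at the start and 11.2 for long over short internal exons; the ratio of long noncoding RNAs reversed to 1.204 and that of pseudogenes to 1.03. At a threshold of 3, these were 1.90%, 2.41, 3.96, 1.41, 2.52, 2.22 and 159. The ratio was 0.542 for long noncoding RNAs and 0 for histones, and BCA reversed to 1.06. Of the 10 lists, 3 were kept, and 6 of the 10 medians were then 0, which leaves a low list no room. The high HOX (percentile 50), immediate-early (50) and chromatin (90.1) lists were lost as well. Non-overlapping windows (37.0% of windows) gave 5.94% and 2.31 for the stop codon region, and by construction left the ratio of A to other starts as it was, since each gene has 1 start window. In genes with at least the median number of windows, values were 6.76%, 2.38 for the stop codon region and 0.867 for long noncoding RNAs, and histones reversed to 1.49. Windows of 1 gene gave 2.27 for the stop codon region, and last exons alone reversed it to 0.775. The RRACH ratio was 1.70 with DRACH, 2.04 with GGAC, 2.76 with RRACH within 50 nt, 1.73 within regions, 1.75 within genes and 1.85 within GC quartiles. With GGAC, the ratio of long to short internal exons among motif windows was 60.6. Apart from the thresholds, whose construction changes the share, the cause was not tested. The depth is unknown, so its effect on single windows could not be measured.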

Other observations

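The tests on RRACH windows in long exons (a comparison planned beforehand), on distance to a junction, on starts without RRACH nearby and on the methyltransferase and TGF-beta lists were chosen only after the result was seen, as were the values on gene families, on distance from the expected share and on the METTL16 motif. Among 152 families grouped by the letters of their symbols, 14 lay above the central 95% of random lists. By their percentile, 9 counted as below, where 3.8 per side would be expected by chance. Of these low families, ATF, FKBP and IFT had a median of 0, and the lower end of the central 95% of their random lists was also 0. Their medians tied with that end and did not lie under it, so these calls rest on the percentile alone. The KLF transcription factors (14 genes, median share 15.1%), the KCTD genes (18 genes, 11.1%) and the F-box FBXO genes (29 genes, 8.40%) were above both in share and after subtraction of the share expected from exon class, junction distance, region and RRACH (percentiles 98.6, 99.9 and 98.3). KLF11 had 20.8%, KCTD6 40.5% and FBXO31 24.6%. The VPS genes of vacuolar protein sorting (35 genes, 1.27%) were below in both (percentiles 0.17 and 0.965), although VPS54 had 17.2%.

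Some genes lay far from the share expected from their exons. CHAMP1 had 53.2% against 19.9% expected, the sulfite oxidase gene SUOX 48.7% against 16.7% and the centriole kinase gene PLK4 37.6% against 10.7%. The potassium channel gene KCNB2 (0 against 26.1%), FASTKD5 (0 against 24.5%), AHNAK2 (1.00% against 25.2%), AHNAK (5.09% against 24.5%) and the DNA ligase gene LIG4 (0.781% against 23.4%) lay below. Windows with the METTL16 motif TACAGAGAA were enriched in 6.89% of 929 cases (4.87 to 9.10), against 6.51% without it. In MAT2A, 10 windows held the motif, with values from 1.53 to 2.60 in the authors' deposited table. The share of MAT2A was 10.0%, and 0.685% without windows over exons of another gene on either strand.

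Long internal exons exceeded short ones 59.1-fold in the share of enriched windows. RRACH content, a general excess in genes with long exons and nearness to a junction were each argued against as the whole cause: the ratio was 78.9 among RRACH windows, 73.8 (59.6 to 96.1) within 2476 genes holding both classes, and 42.4 (35.1 to 51.7) among RRACH windows 50 to 100 nt from a junction. In short exons the other junction is near as well, so nearness to both ends stays open, as does an effect of fragment length, which was not tested. No biological explanation was tested.

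Start windows were enriched more often where the annotated first base was A. GC content and nearby RRACH were argued against as the whole cause, since the ratio was 1.76 (1.56 to 1.97) within GC quartiles and 1.83 (1.4997 to 2.27) without RRACH within 50 nt. For the excess at starts of all bases, a loss of coverage at both transcript ends was argued against by the last 50 nt of transcripts, where the ratio to windows further upstream was 0.525 (0.443 to 0.612). A loss specific to 5' ends and wrongly annotated ends stay open. No biological explanation was tested.

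For the gene lists, whether exon architecture, region and RRACH content account for the calls stays open: after the expected share was subtracted, 6 of the 10 lists came inside, 2 stayed outside on the same side, and the ZNF and HOX lists turned to the other side. That share was estimated from all genes, members of the lists included. The methyltransferase list stayed above (percentile 99.7), with a median excess over the expected share of 5.07 against a random median of -0.875. The TGF-beta list also stayed above (99.2), with 2.33 against -1.05. These 2 lists were singled out because they stayed above. Their percentiles therefore cannot decide whether architecture, region and RRACH content are the whole cause, which stays open for them too. For ZNF genes, loss of reads shared between paralogs was argued against by the 221 genes with the larger part of their windows present, whose median of 9.29% lay at percentile 100 (random median 4.73%). Setting each window against its gene's median stays open for short genes, and no biological explanation was tested.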
